A study of Xenopus tropicalis with 132 samples.

How the data were processed

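The data came from Xenopus tropicalis embryos and explants and held 132 samples of 4 kinds. Bulk ATAC-seq, which maps open chromatin, was made on whole embryos of stages 9, 10.5, 12 and 16 and on animal cap (AC) and dorsal marginal zone (DMZ) explants, as 12 libraries in 6 groups. Bulk RNA-seq of animal caps at stage 10.5 came from caps injected with mRNA of 1 or a pair of transcription factors and from a group named WI, as 16 libraries in 8 groups. Single-cell RNA-seq covered 100 cells in 4 libraries named AC 1, AC 2, BL 1 and BL 2; the series description speaks of animal cap and dorsal marginal zone explants. Single-nucleus ATAC-seq of stage 10.5 embryos had 4 samples whose fragments were deposited in 1 pooled file. The labels do not say what WI or BL stand for, and these names are used as they stand.

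The bulk RNA-seq files hold estimated counts per target, per the file headers, with the columns that kallisto writes; the labels name neither the quantification tool nor its version. Libraries were depleted of ribosomal RNA (RiboErase) and sequenced as read pairs on a NextSeq 500, per the labels. The single-cell files hold read counts per gene and cell, deposited without normalization; the labels state a modified Tang protocol and no molecular identifiers. Their last lines count reads outside genes and reads not aligned, and these lines were kept out of library sizes and tests. Reads outside genes made up 31.4% of AC 1, 25.0% of AC 2, 32.2% of BL 1 and 23.6% of BL 2, and reads not aligned 37.7%, 41.1%, 41.6% and 48.7%. The ATAC-seq peak lists were deposited 1 per library in the 10-column narrowPeak layout. The deposited score in these lists equals the whole part of 10 times the −log10 q-value column. That −log10 column, as deposited by the authors, holds no value under 2. A further deposited column gives the fold enrichment at the summit, a ratio to the local background. Neither the peak caller nor a genome build is named in the labels. The fragments file, made with the 10x Chromium single-cell ATAC v1.1 kit per the labels, lists unique fragments with a barcode and the count of read pairs behind each, as deposited by the authors. Its parts cannot be told apart by barcode.

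Peak lists and fragments name their chromosomes differently and use coordinates that do not match, and no build is stated for either. No coordinates are therefore given, and peaks were joined neither to genes nor to nuclei: open regions near genes of the explant sets, and the accessibility of AC-only and DMZ-only regions in single nuclei, were not analysed here. Gene names were taken as the bulk and single-cell files give them. Each of these tables holds 26550 identifiers, of which 26546 are shared after removing a suffix; 8183 are bare Xetrov identifiers and 5462 bare LOC identifiers. The symbols tbxt and noto are listed under the older names t and not; tbx6 and nodal3 were not found under those names. Where near-identical copies exist (sox17b.1 and sox17b.2, foxd4l1.1 and foxd4l1.2), the quantification could split reads between them, and the value of a single copy is uncertain.

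Bulk RNA-seq was tested with edgeR 4.0.16 in R 4.3.3. Estimated counts were rounded, since 16.7% of values were not whole. All 16 libraries entered 1 fit with the group as the only term (filterByExpr, TMM factors, robust quasi-likelihood fit and test). Of 26550 targets 14176 were tested. A call is a gene with a Benjamini-Hochberg adjusted p-value under 0.05. The 13 contrasts were 7 groups against WI, each pair of factors against each of its single factors, and an interaction for each pair (pair minus both singles plus WI, on the log2 scale). Values per library are counts normalised to a common library size (CPM). With 2 libraries per group no outlier test within groups was made. Which genes are named followed a rule: each injected gene, and, against WI and in each interaction, the 2 genes with the highest and the 2 with the lowest log2 change among calls with a symbol, a mean log2 CPM of at least 2 and no overlap between the libraries of the groups compared. Genes of 5 marker lists (ectoderm, neural plate, mesoderm, organizer, endoderm) could also be named. In the pair against single-factor contrasts, other genes are named because the counts of calls were small, and these were chosen after their values were seen. The test, the contrasts, the naming rule, the marker lists and all alternatives other than those named here as added were chosen before the data were examined.

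Single-cell reads were summed over all cells of each explant library, since cells are not replicates, and BL was tested against AC on these 4 sums with the same edgeR steps (8898 genes tested). As region sets in the bulk contrasts served 100 genes higher in BL and 100 higher in AC, ranked by p-value, each with a log2 change of at least 1. Only genes that had also passed filterByExpr in the bulk libraries were ranked. The gene nodal1 (log2 change 11.59, edgeR p 0.000561) is therefore in no BL-high set, although the last p in the set was 0.0161. Its highest value in a bulk library was 1.43 CPM, in Foxb1+Eomes 1. Region sets and marker lists were tested with camera (limma 3.58.1, preset inter-gene correlation of 0.01), adjusted over 14 and 35 set-contrast pairs; an injected gene was left out of its own contrasts. Shares of cells were taken with each cell thinned to 10000 reads, which left out 15 cells, and a cell was counted for a list when at least 3 of its genes had a read. Intervals are 95% Wilson intervals for shares and exact binomial intervals for ratios of counts. Where a count was 0, the limit was set by 3 counts. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. No doublet filter was applied.

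An open region of a group is the merged stretch of peaks with a peak in both replicates, and sharing means an overlap of at least 1 base pair (bp). As background, regions were shifted at random along their chromosomes 20 times. Whether replicates resemble each other was tested by exact permutation of all 10395 ways to pair 12 libraries, one-sided, on the mean Jaccard index (shared over joint base pairs). For nuclei, the fragments of barcodes with at least 3000 fragments were parted into those on odd-numbered and those on even-numbered chromosomes. Open 5 kb bins were reduced to 21 singular vectors in each of these parts, and the first canonical correlation between the parts was compared with 100 shuffles of barcodes. The first version of this step, which kept the fragments per barcode unequal, gave a raised correlation on simulated barcodes without any populations; each barcode was then thinned to 1000 fragments per part before the values here were computed. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0; figures were drawn with matplotlib 3.10.9.

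Bulk alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a mean CPM of at least 5, the replicate number as a block, injected genes left out of library sizes, only the libraries of the groups compared, and each library left out in turn. Added after the data were seen were fits with 2 or 3 library sets as a term. The libraries carry running numbers. Numbers 1 to 6 (6 libraries, the first set) had mean fragment lengths of 211 to 278 bp and the others 185 to 205 bp. Numbers 7 to 11 (5 libraries, the second set) hold WI 2, and numbers 12 to 16 (5 libraries, the third set) hold all libraries of Eomes and Otx2, 1 of the pair Irx3+Otx2 and none of WI. The labels name no batch. Single-cell alternatives were DESeq2, RLE factors, no filter, a mean CPM of at least 10, a replicate block, limma on log2(mean CPM over cells + 1), cells thinned to 6310 reads, and 18 cells under their library's median reads divided by 3 left out. Peak alternatives were a reciprocal overlap of 50%, the 10000 strongest peaks, the share of peaks overlapped, peaks in either replicate, and each replicate left out. The nuclei step as a whole was chosen after the data were seen, with 5000 fragments and 10 kb bins as its alternatives. Comparisons against WI share its libraries, so unchanged groups were simulated against WI in 20 draws; over these draws the test made 12 calls in total and at most 3 in any contrast.

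The gene tests, camera, the permutation of pairings and the nuclei step were tried on simulated data, and the overlap counts on random intervals; the interactions were not simulated. For Eomes against WI, with 13878 simulated genes tested in all 16 libraries, the test recovered 2% of genes changed by 1 on the log2 scale, 32.7% of those changed by 2, 73.6% by 3 and 91.7% by 4, with 9 false calls. For BL against AC, with 8505 genes tested, it recovered 0% at 1 and at 2, 4.17% at 3 and 32.5% at 4, with 0 false calls. These simulations held no difference between library sets, and no changed gene was drawn from the least expressed ones. Recovery in the data can therefore be lower. Injected genes not called against WI were foxb1 in Foxb1 (5.26), irx3 in Irx3 (8.15), and otx2 in Otx2 (3.95) and Irx3+Otx2 (5.17). The other injected genes were called.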

Results

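Open chromatin and RNA were measured in Xenopus tropicalis embryos and explants. The 16 bulk RNA-seq libraries of animal caps at stage 10.5, 2 per group, came from caps injected with mRNA of Foxb1, Eomes, Foxb1+Eomes, Irx3, Otx2, Irx3+Otx2 or Lhx8, and from the WI group. Their total counts in replicates 1 and 2 were 4058779 and 4932143 for WI, 3234566 and 4721832 for Foxb1, 4922706 and 7038021 for Eomes, and 4978811 and 6398466 for Foxb1+Eomes. They were 7894247 and 5912815 for Irx3, 5327934 and 6920165 for Otx2, 9218356 and 5527782 for Irx3+Otx2, and 3872533 and 4808240 for Lhx8. The explant libraries of 25 cells each held 3002901 reads in genes for AC 1, 1123173 for AC 2, 2248931 for BL 1 and 755591 for BL 2, with medians per cell of 96589, 34796, 51111 and 26325 reads and 4502, 3875, 3327 and 2681 genes. The 12 ATAC-seq peak lists held 10204 and 19883 peaks at stage 9, 38241 and 68786 at stage 10.5, 46198 and 37506 at stage 12, 112446 and 81806 at stage 16, 37443 and 42006 in AC, and 14897 and 16087 in DMZ. The peak lists do not give the sequencing depth behind them. The pooled single-nucleus file of stage 10.5 held 19962738 fragments (50719062 read pairs) under 19604 barcodes, of which 1183 had at least 3000 fragments, with a median of 9184.

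Each injected gene was higher in every library labelled as injected with it than in any other library. The lowest injected and the highest other library had 136 and 17.8 CPM for foxb1, 446 and 40.5 CPM for eomes, 199.9 and 10.995 CPM for irx3, and 419 and 46.4 CPM for otx2, each in 4 injected and 12 other libraries. For lhx8 these were 500.1 and 2.87 CPM in 2 injected and 14 other libraries. The amounts differed between replicates: irx3 was at 1862 and 199.9 CPM in the Irx3 libraries, against 3.52 ± 2.61 CPM (SD, n = 2) in WI. The counts cannot tell injected mRNA from transcripts of the embryo's own gene.

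**Figure D1:**
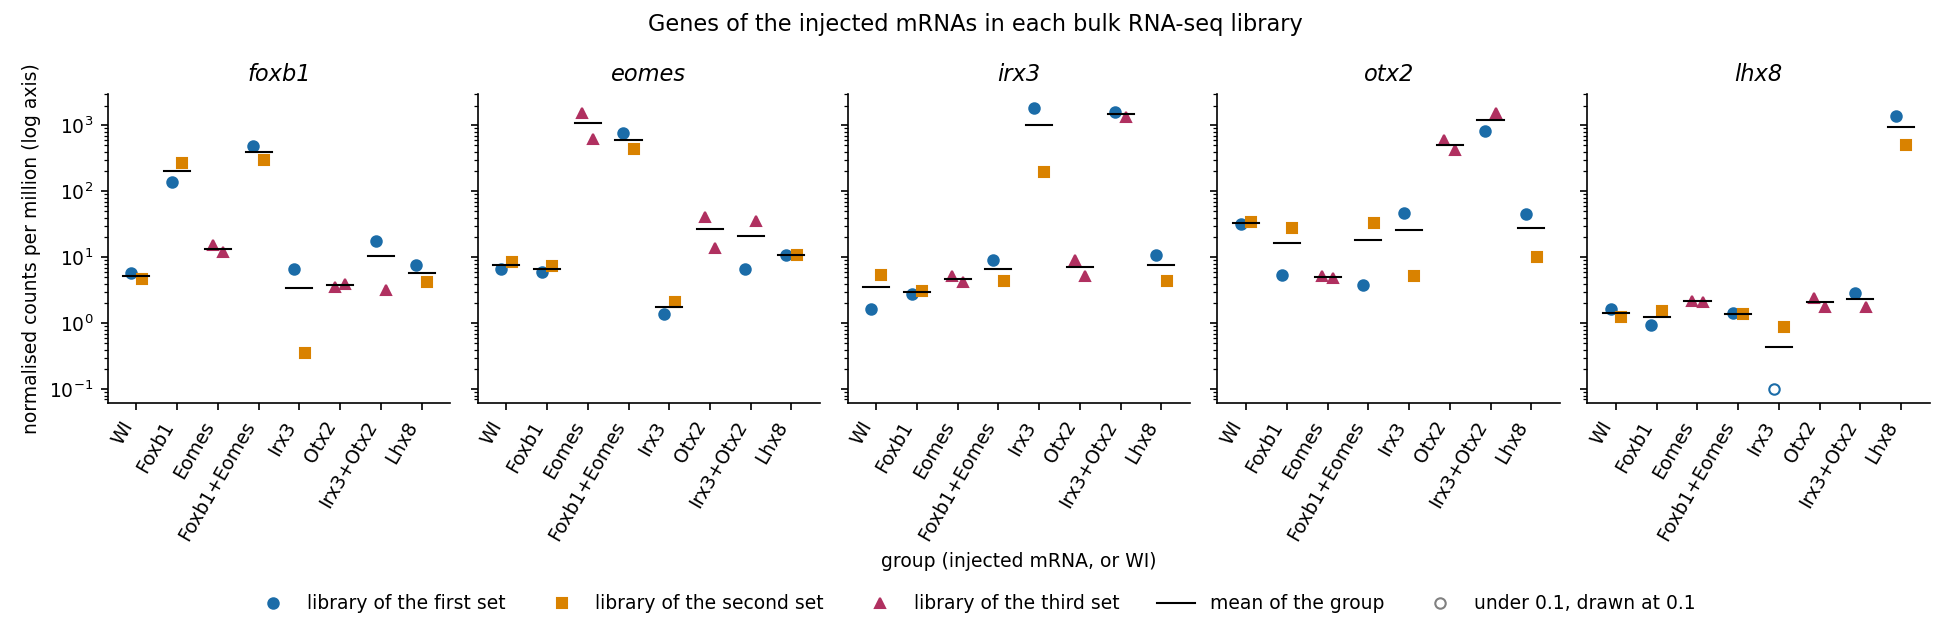
CPM (counts normalised to a common library size, log axis) of the 5 genes whose mRNA was injected, in each of the 16 bulk RNA-seq libraries by group, with symbols for the 3 library sets and a line at each group's mean. In each panel the libraries injected with the gene lie above all others, as for lhx8 with 500.1 CPM or more against at most 2.87 CPM.

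Replicates of one group correlated with Spearman's rho of 0.916 to 0.960 (8 pairs, median 0.941) and libraries of different groups with 0.869 to 0.982 (112 pairs, median 0.922), across genes, which are not independent replicates. These ranges overlap, so replicates were not set apart from other groups on all genes. The first 3 principal components, computed on the most variable genes alone, held 31.9%, 14.9% and 13.2% of their variance. Along the first component the 5 libraries of the third set lay between 29.4 and 44.3 and all others at or below 20.97. Of the first set, Irx3+Otx2 1 (20.97) and Foxb1+Eomes 1 (18.7) lay nearest to the third. The remaining libraries lay at or below −3.88. The third set holds both libraries of Eomes, both of Otx2 and Irx3+Otx2 2, and holds no WI library, so contrasts of Eomes and of Otx2 against WI have no value within one set.

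Against WI, the edgeR quasi-likelihood test over 14176 genes (Benjamini-Hochberg) called 28 genes in Eomes (22 higher, 6 lower), 49 in Foxb1+Eomes (all higher), 18 in Irx3+Otx2 (12 higher, 6 lower) and 1 in Lhx8. No gene was called in Foxb1, Irx3 or Otx2. An unadjusted p under 0.05 was reached there by 85, 196 and 2358 genes, where chance gives 709. The counts in Foxb1, Irx3 and Lhx8 (213) lay far under this number. Few or no calls in these groups therefore do not show that nothing changed. The smallest adjusted p in these edgeR comparisons was 1 for Foxb1, 0.0859 for Irx3 and 0.101 for Otx2. Of the alternatives, testing without a filter on low counts moved these counts most, for example from 28 to 1433 genes in Eomes (699 higher, 734 lower), which held all 28. The split into higher and lower calls moved too: with only the libraries compared it was 46 higher and 50 lower in Eomes and 13 and 17 in Irx3+Otx2, and with DESeq2 507 and 379 in Eomes and 132 and 143 in Irx3+Otx2. In Foxb1+Eomes it was 239 higher and 63 lower without a filter, and 104 and 5 with DESeq2. With 3 library sets as a term, an alternative added after the data were seen, Eomes had 0 calls and Irx3+Otx2 had 7, while Foxb1+Eomes had 57. Of the calls, 11 in Eomes, 12 in Foxb1+Eomes and 2 in Irx3+Otx2 carried bare identifiers. Leaving out any one library of the compared groups kept the direction of all 28, 49, 18 and 1 called genes. These genes were called for large changes in the same libraries, so a change of direction was hardly possible. Whether the numbers of calls differ between groups was not tested.

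For Foxb1 and Eomes the comparison addresses what the pair does beyond each factor. In Foxb1 caps foxb1 itself rose by 5.26 (log2, SE 0.98) with an adjusted p of 1 in edgeR's test, 203 ± 94.1 CPM against 5.30 ± 0.779 CPM in WI (SD, n = 2 each). In Eomes caps eomes rose by 7.16 (SE 0.88, adjusted p 0.0123), or 6.32 without Eomes 1. The highest and lowest other calls with a symbol in Eomes were foxa4 (5.40, adjusted p 0.0395), wdr86 (5.10, 0.0202), pcdh18 (−3.30, 0.0319) and fam212a (−2.80, 0.0190). In WI, wdr86 was at 0.279 and 1.24 CPM, and its change was 4.49 without WI 1. That of foxa4, at 20.8 and 85.5 CPM in Eomes, was 4.02 without Eomes 2. Marker genes called in Eomes were mixer (4.50, adjusted p 0.0190), mix1 (4.12, 0.0319), sox17a (3.23, 0.0334), foxd4l1.1 (3.15, 0.0334) and foxi4.2 (−2.71, 0.0190). In Eomes, mixer was at 9.31 and 35.4 CPM and changed by 3.20 without Eomes 2. In Foxb1+Eomes, foxa4 rose by 7.73 (SE 0.99, adjusted p 0.00529) from 2.23 and 0.413 CPM in WI to 311 and 223 CPM, and by 6.89 without WI 2. The other highest call with a symbol, myf5, had 1032 counts against 2 in WI, a ratio of 403 with an exact 95% counting interval of 111 to 3335; its CPM were 187 and 37.8 in the replicates. Marker genes called in Foxb1+Eomes were chrd (4.65, adjusted p 0.00249), sox17a (5.03, 0.00249), mixer (6.04, 0.00249), mix1 (4.99, 0.00926), sox17b.2 (3.78, 0.0127), fgf8 (3.47, 0.0202), vegt (3.61, 0.0266) and foxd4l1.1 (2.76, 0.0479). A further marker call, frzb, had 538 counts against 2 in WI (ratio 210.3, exact interval 57.9 to 1741) and 13.1 and 73.3 CPM in the replicates. The replicates of Foxb1+Eomes had 173.8 and 35.2 CPM of mix1 and 163.6 and 49.8 CPM of fgf8, and without Foxb1+Eomes 1 their changes were 3.43 and 2.38. The change of sox17b.2 was 5.01 without WI 2 and 3.16 without WI 1.

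Directly against Foxb1 alone, Foxb1+Eomes had 10 calls, all higher, and against Eomes alone 6, all higher (edgeR); with DESeq2 these were 74 higher and 1 lower, and 173 higher and 139 lower. The gene chrd was called in both, at 5.70 (adjusted p 0.00242) against Foxb1 and 3.18 (0.0271) against Eomes. Against Foxb1 the calls also held eomes (6.49), foxa4 (5.72), wdr86 (4.88), sox17a (4.76), sox17b.2 (3.79) and rasgrp1 (3.29). The libraries of Foxb1+Eomes are of other sets than those of Eomes, and with 3 library sets as a term the contrast against Eomes had 0 calls, with that against Foxb1 at 22. The interaction of Foxb1 and Eomes had 0 calls over all genes in edgeR's test and 3 with DESeq2. In edgeR's test 1157 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.516. Adjusted over the list alone, 1 of 52 marker genes passed, chrd, with an interaction of 4.23 (log2, SE 0.745, adjusted p 0.00409). With 3 library sets as a term it was 3.57 (adjusted p 0.1003), and over 9 alternatives this adjusted p ran from 5.31e-06 to 0.1003. In CPM, chrd was at 1.95 and 2.68 in WI, 0.312 and 1.77 in Foxb1, 5.84 and 7.18 in Eomes, and 47.0 and 71.5 in Foxb1+Eomes.

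**Figure D2:**
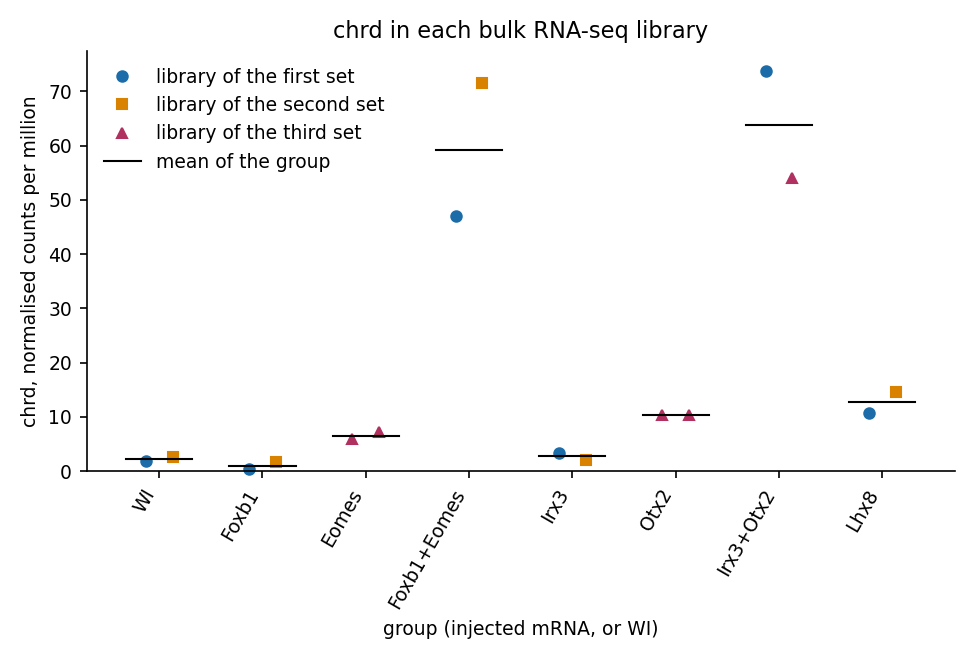
CPM (counts normalised to a common library size) of chrd in each bulk RNA-seq library by group, with symbols for the 3 library sets and a line at each group's mean. Foxb1+Eomes (47.0 and 71.5 CPM) and Irx3+Otx2 (73.8 and 53.9 CPM) lie above the single factors, of which Lhx8 reached 14.7 CPM.

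For Irx3 and Otx2 the same comparison was made. In Irx3 caps irx3 rose by 8.15 (SE 1.08, adjusted p 0.0859 in edgeR's test), or 5.78 without Irx3 1, and in Otx2 caps otx2 rose by 3.95 (SE 1.19, adjusted p 0.181). In Irx3+Otx2 caps irx3 rose by 8.68 (adjusted p 0.0110), and by 9.78 without WI 2; otx2 rose by 5.17 (0.162). The highest other calls with a symbol were tlx3, with 0 counts in WI and at least 105.4-fold higher (26.3 and 48.7 CPM, adjusted p 0.0145), and dmbx1 (6.95, 0.0110; 246 and 75.3 CPM; 5.86 without Irx3+Otx2 1). The lowest were dlc (−4.09, 0.0322) and foxi4.2 (−2.69, 0.0220). Of the marker genes chrd (4.76, adjusted p 0.00726) and sox17a (3.31, 0.0367; 2.21 without Irx3+Otx2 1) were also called. Directly against Irx3 alone 7 genes were called, all higher (154 higher and 147 lower with DESeq2), among them chrd (4.50, adjusted p 0.00431), pcdh8 (5.27), sp5 (5.32) and cebpb (2.28). Also called were dmbx1 with 2314 against 1 count (ratio 2118, exact interval 380 to 83695) and tlx3 with 527 against 2 (ratio 241, 66.4 to 1997). Against Otx2 alone edgeR called 0 genes, with 668 at an unadjusted p under 0.05 and a smallest adjusted p of 0.107. With DESeq2, 24 genes were called (20 higher, 4 lower). The interaction of Irx3 and Otx2 had 0 calls in edgeR's test (253 genes at an unadjusted p under 0.05, where chance gives 709) and 7 with DESeq2. Adjusted over the list alone, 0 of 52 marker genes passed in edgeR's test (4 at an unadjusted p under 0.05). In Lhx8 caps the only call was lhx8 itself (9.34, SE 0.80, adjusted p 0.000553; 8.42 without Lhx8 1), and its adjusted p was 0.0511 when only the 4 libraries of Lhx8 and WI entered the fit.

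Adjusted over the list alone, 26 of 51 marker genes passed in Eomes (18 higher, 8 lower), against 6 with all genes adjusted. In Foxb1+Eomes 26 of 51 passed (24 higher, 2 lower; 11 over all genes), in Irx3+Otx2 22 of 50 (12 higher, 10 lower; 3) and in Otx2 18 of 51 (10 higher, 8 lower; 0). In Lhx8 6 of 52 passed, all higher (0 over all genes), namely foxd4l1.1, vegt, mespb, chrd, foxa4 and mixer. In Foxb1 1 of 52 passed, mixer at 2.91, and in Irx3 0 of 51, with 2 at an unadjusted p under 0.05.

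As sets, 26 of 35 pairs of marker list and contrast had a camera adjusted p under 0.05, of which 16 held with an estimated correlation and 17 under fry. The mesoderm list was higher in Foxb1+Eomes, with a median of 5.00 (10 of 10 genes higher, camera adjusted p 1.17e-31), or 4.15 with genes without WI counts at their bound, and it held under both other tests. Within the first and the second library set its median was 4.19 and 4.11. In Lhx8 its median was 2.53 (11 of 11 higher, 4.26e-17; 2.05 at the bound; 1.37 and 1.89 within sets), which held under both other tests. In Foxb1 it was 1.41 (10 of 11, 5.67e-11; 1.16 at the bound; 0.63 and 1.17 within sets), which held with the estimated correlation and not under fry. In Eomes it was 2.81 (9 of 10, 0.000200), or 1.97 at the bound, which held under fry and not with the estimated correlation. The endoderm list was higher in Foxb1+Eomes (4.33, 1.73e-24; 4.86 and 3.06 within sets), Eomes (2.67, 2.68e-07), Lhx8 (1.37, 2.94e-12; 1.42 and 1.13 within sets) and Irx3+Otx2 (1.27, 0.00184; 1.06 in the first set), and held in these 4 contrasts under both other tests. In Foxb1 (0.27, 0.000357; 0.07 and 0.35 within sets) it held only with the estimated correlation. Genes at their bound moved no other called list's median.

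The organizer list was higher in Foxb1+Eomes (3.18, camera adjusted p 6.31e-22; 3.66 and 1.78 within the first and the second set), Irx3+Otx2 (3.16, 3.20e-10; 1.84 in the first set), Otx2 (2.36, 1.51e-07), Lhx8 (1.62, 8.57e-12; 1.48 and 1.30 within sets) and Eomes (1.47, 0.000928), and held in these 5 contrasts under both other tests. The ectoderm list was lower in Eomes (−2.71, 1.39e-11), Irx3+Otx2 (−2.69, 2.44e-15) and Otx2 (−2.39, 1.80e-11), with 0 of 11 genes higher in each, and held under both other tests. Irx3+Otx2 1 against WI 1, both of the first set, gave −2.64 for this list, 11 of 11 genes lower. In Foxb1+Eomes the ectoderm list was lower by camera (−1.24, 9.00e-10) and not under either other test, with −3.26 in the first set and −0.30 in the second. Camera also called it lower in Irx3 (−0.24, 0.00392) and Lhx8 (−0.46, 0.0222), not held by either other test; in Irx3 its median changed sign between the sets (−1.59 and 0.47), and in Lhx8 likewise (−0.73 and 0.12). The neural plate list was called by camera in 6 contrasts, with medians of 0.85 in Otx2 (0.00184), 0.93 in Irx3+Otx2 (0.000916), 0.64 in Lhx8 (0.000928), 0.70 in Foxb1+Eomes (0.0248), 0.28 in Eomes (0.0255) and −0.78 in Irx3 (0.000986). Of these, those in Otx2 and Irx3+Otx2 held under fry alone and the other 4 under neither test. Within sets the neural plate list changed sign in Foxb1+Eomes (1.15 and −0.05), Lhx8 (0.84 and −0.09) and Irx3 (0.22 and −1.25). For Irx3+Otx2 it depended on the library. Irx3+Otx2 1 gave 2.24 against WI 1, of the same set, and 1.02 against WI 2. Irx3+Otx2 2, of the third set, gave 0.79 against WI 1 and 0.10 against WI 2.

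**Figure D3:**
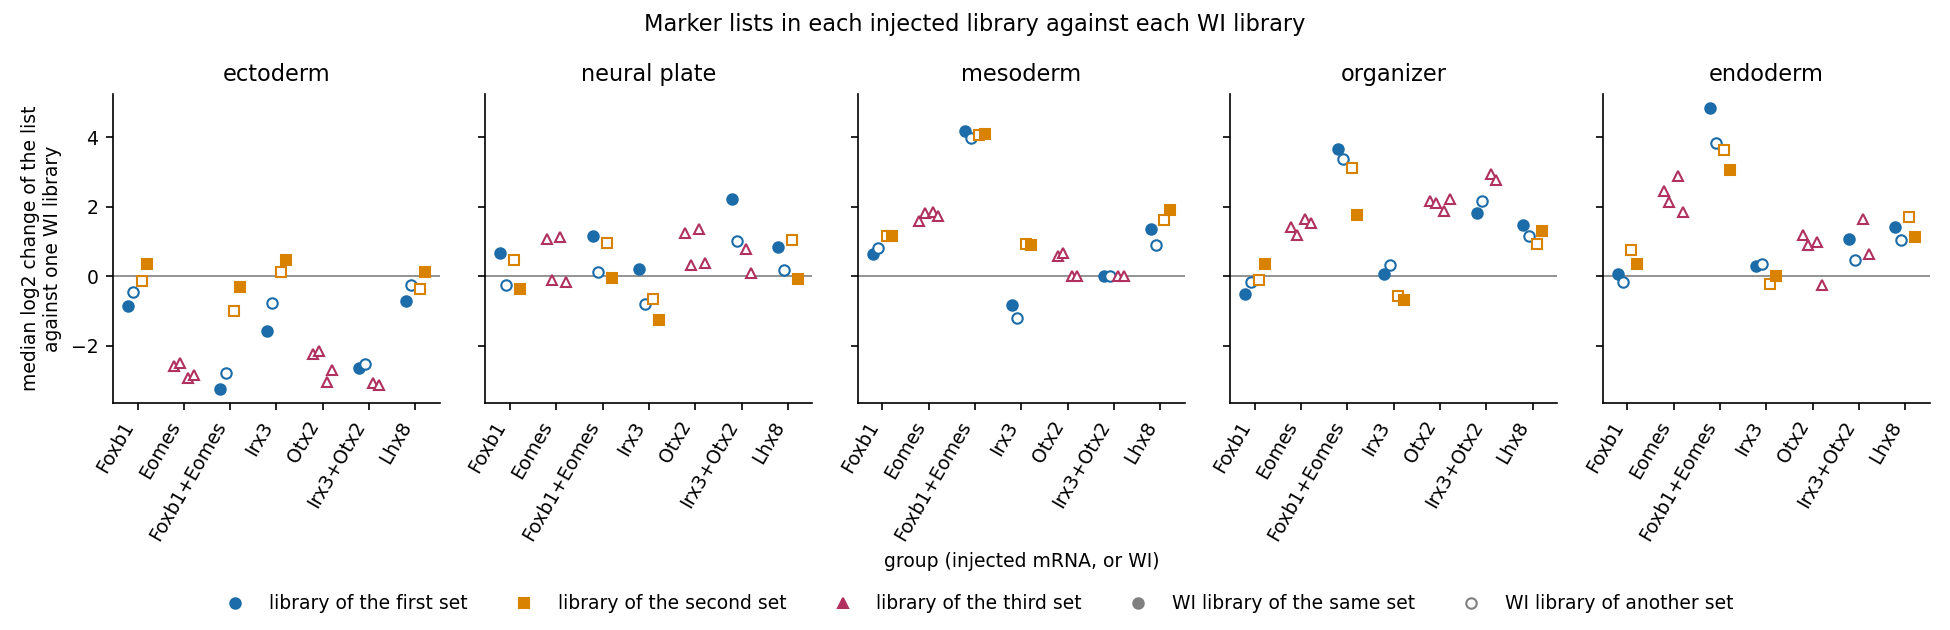
Median log2 change of 5 marker lists in each injected library against each WI library, by group; filled symbols mark comparisons within one library set and open symbols comparisons between sets. For the mesoderm list in Foxb1+Eomes the filled symbols lie at 4.19 and 4.11, and for the ectoderm list in Irx3 they lie on both sides of 0 (−1.59 and 0.47).

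Comparisons against WI share the chance values of its libraries. Correlations and shares of calls with the same direction are therefore set beside simulated unchanged groups against the same WI libraries (20 draws). The simulated shares are of the genes with the smallest p, as many as the observed calls, whether called or not. They are not shares of calls, so an observed share above or below them decides nothing about agreement between groups. The changes in Foxb1+Eomes and Eomes correlated at r = 0.511 (simulated mean 0.527) and those in Foxb1+Eomes and Foxb1 at 0.462 (0.505), across genes, which are not independent replicates. Both lay at or under the simulated mean. The simulated groups had 12 calls over all draws, so their shared calls, at most 0 for Foxb1+Eomes with Eomes or with Irx3+Otx2, were bound to be few and give no measure for the observed counts. Foxb1+Eomes and Eomes shared 17 calls, and 48 of the 49 calls in Foxb1+Eomes, 98.0%, changed in the same direction in Eomes (simulated 92.1%). In Foxb1 this was 43 of the 49, 87.8% (simulated 92.4%). The changes in Irx3+Otx2 correlated with those in Otx2 at 0.728, above the simulated maximum of 0.561, and with those in Irx3 at 0.258 (simulated mean 0.527). All 18 calls in Irx3+Otx2 changed in the same direction in Otx2 (simulated 91.1%), and 14 of 18, 77.8%, in Irx3 (simulated 91.7%). Foxb1+Eomes and Irx3+Otx2 shared 3 calls, and 42 of the 49 calls in Foxb1+Eomes, 85.7%, changed in the same direction in Irx3+Otx2 (simulated 91.6%). The changes in Eomes and Otx2, all of whose libraries are of the third set, correlated at 0.852, above the simulated maximum of 0.549.

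In the explant cells, BL was compared with AC on the 4 library sums, which asks which genes differ between the regions. The edgeR test called 0 of 8898 genes, with 483 at an unadjusted p under 0.05 (249 higher in BL, 234 higher in AC; 445 by chance) and a smallest adjusted p of 0.0704, reached by 5 genes. Of the alternatives, testing without a filter moved this count most, to 146; the others gave 0 to 118, the highest with DESeq2. Adjusted over the list alone, 26 of 36 marker genes passed, 21 higher in BL and 5 higher in AC. Those higher in AC were tfap2a (−3.18), tfap2c (−1.96), grhl1 (−3.75), grhl3 (−5.04) and foxi4.2 (−2.13, or −1.52 without AC 1), all of the ectoderm list. All 35 grhl3 reads of BL were in BL 1, and without it no read was left in BL. The mesoderm gene vegt was higher in BL by 4.57 (SE 0.44, adjusted over the list alone p 0.000356), at 1458 and 1737 CPM against 77.1 and 56.5 CPM in AC. No read of gsc was found in AC, and it was at least 2206-fold higher in BL (683 and 2526 CPM), or at least 939-fold without BL 2. Also without a read in AC were nodal1 (at least 287-fold higher; 46.1 and 371 CPM), admp (at least 166-fold; 58.2 and 182.6 CPM), fst (at least 154-fold; 59.9 and 164 CPM) and nog (at least 131-fold; 56.1 and 134 CPM). Without BL 2 these limits were 63.5-fold, 80.1-fold, 82.4-fold and 77.1-fold. For chrd the change was 9.10 (0.000356), resting on 6 AC reads, all in AC 1 (7.89 without BL 2), and for t 7.74 (0.000356), with 12 AC reads, all in AC 1 (7.13 without AC 2). Without AC 1 no AC read was left for either gene. In the ectoderm list gata2 was higher in BL (2.92, adjusted p 0.0471), at 21.99 and 295 CPM, and its change was 0.07 without BL 2.

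The explant sums correlated with Spearman's rho of 0.860 between AC 1 and AC 2, 0.770 between BL 1 and BL 2 and 0.837 between AC 1 and BL 1, across genes, which are not independent replicates. With each cell at 10000 reads, at least 3 ectoderm genes were read in 17 of 24 cells of AC 1 (70.8%, Wilson interval 50.8 to 85.1%), 19 of 20 of AC 2 (95%, 76.4 to 99.1%), 3 of 22 of BL 1 (13.6%, 4.75 to 33.3%) and 3 of 19 of BL 2 (15.8%, 5.52 to 37.6%). At least 3 genes of the mesoderm, organizer or endoderm lists were read in 2 of 24 (8.33%, 2.32 to 25.8%), 0 of 20 (which allows a share of up to 15%), 18 of 22 (81.8%, 61.5 to 92.7%) and 19 of 19 cells (100%, 83.2 to 100%). Both were met in 3 cells of BL 1 and 3 of BL 2, and in 0 of 24 and 0 of 20 cells of AC 1 and AC 2, which allows shares of up to 12.5% and 15%. Intervals of both lists in AC libraries did not overlap those in BL libraries. Shares within a library compare cells and not conditions.

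**Figure D4:**
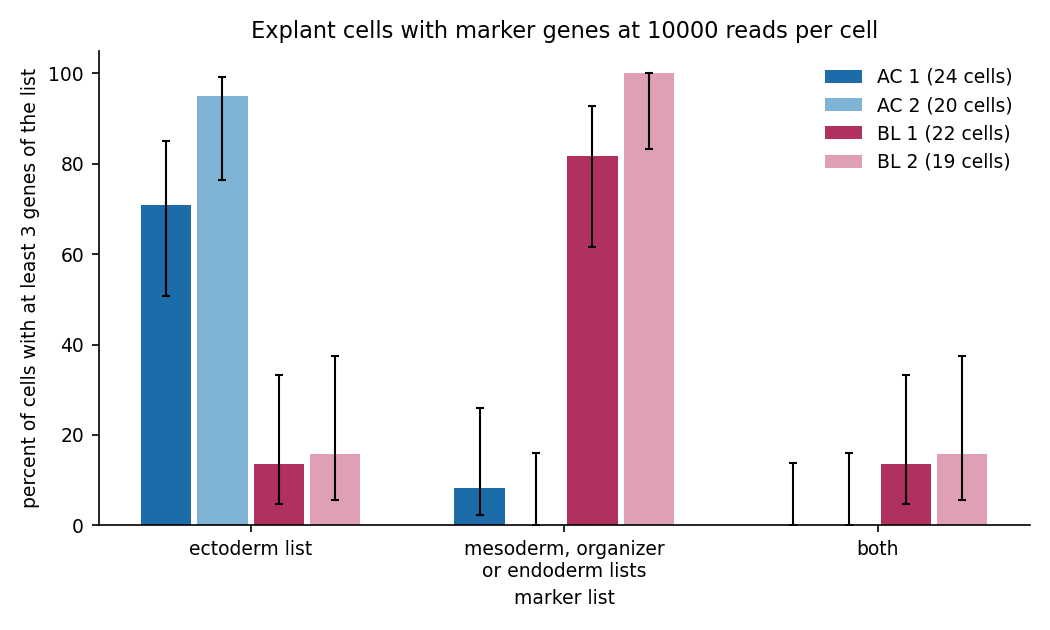
Percent of cells with at least 3 genes of the ectoderm list, of the mesoderm, organizer or endoderm lists, or of both, with every cell at 10000 reads, in the 4 explant libraries; lines are 95% Wilson intervals. The ectoderm share lies at 70.8% and 95% in AC and at 13.6% and 15.8% in BL.

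The genes higher in either explant region were then followed as sets through the bulk contrasts, and 7 of 14 pairs of set and contrast had a camera adjusted p under 0.05. The BL-high set was higher in Foxb1+Eomes (median 1.04, 80 of 98 genes higher, 1.19e-35), Lhx8 (0.43, 77 of 100, 7.79e-18), Eomes (0.41, 58 of 99, 0.00292) and Foxb1 (0.18, 62 of 99, 0.00136). The AC-high set was lower in Foxb1+Eomes (−0.36, 29 of 100 higher, 3.75e-05), Irx3+Otx2 (−0.30, 42 of 100, 0.000359) and Lhx8 (−0.17, 30 of 100, 0.00713). With an estimated correlation 2 of the 7 held, BL-high in Foxb1+Eomes and in Lhx8; fry held these and BL-high in Eomes. Within the first and the second library set the BL-high median was 1.06 and 1.03 in Foxb1+Eomes, 0.34 and 0.46 in Lhx8, and 0.07 and 0.35 in Foxb1. The AC-high median was −0.83 and −0.02 in Foxb1+Eomes, and −0.21 and −0.02 in Lhx8; for Irx3+Otx2 the first set gave −0.55 and the third holds no WI. The sets and lists overlap: the BL-high set held 5 genes of the mesoderm list, 8 of the organizer list, 4 of the endoderm list and 1 of the neural plate list, and the AC-high set 5 of the ectoderm list. The BL-high set leaves out nodal1 of the endoderm list, which did not pass the bulk filter on low counts, although its p was smaller than the last one in the set.

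In ATAC-seq, replicate peak lists shared a mean Jaccard index of 0.401 (0.218 to 0.481, 6 pairs), against 0.253 (0.0461 to 0.451, 60 pairs) between groups. Of all 10395 pairings of the 12 libraries only the labelled one reached this mean, a one-sided exact permutation p of 0.0001, the smallest they can give. For 8 of the 12 libraries the nearest other library was its own replicate, for 10 on the share of peaks overlapped and for 4 with the 10000 strongest peaks of each library. With the strongest peaks 2 pairings were as high as the labelled one (p 0.0002), the labelled one included. Among the 8 whole-embryo libraries alone only the labelled one was, with a p of 0.01, the smallest their pairings can give. Regions with a peak in both replicates numbered 6196 at stage 9, 29371 at stage 10.5, 26385 at stage 12 and 56132 at stage 16, or 26.7%, 39.8%, 48.4% and 42.3% of the regions in either replicate.

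**Figure D5:**
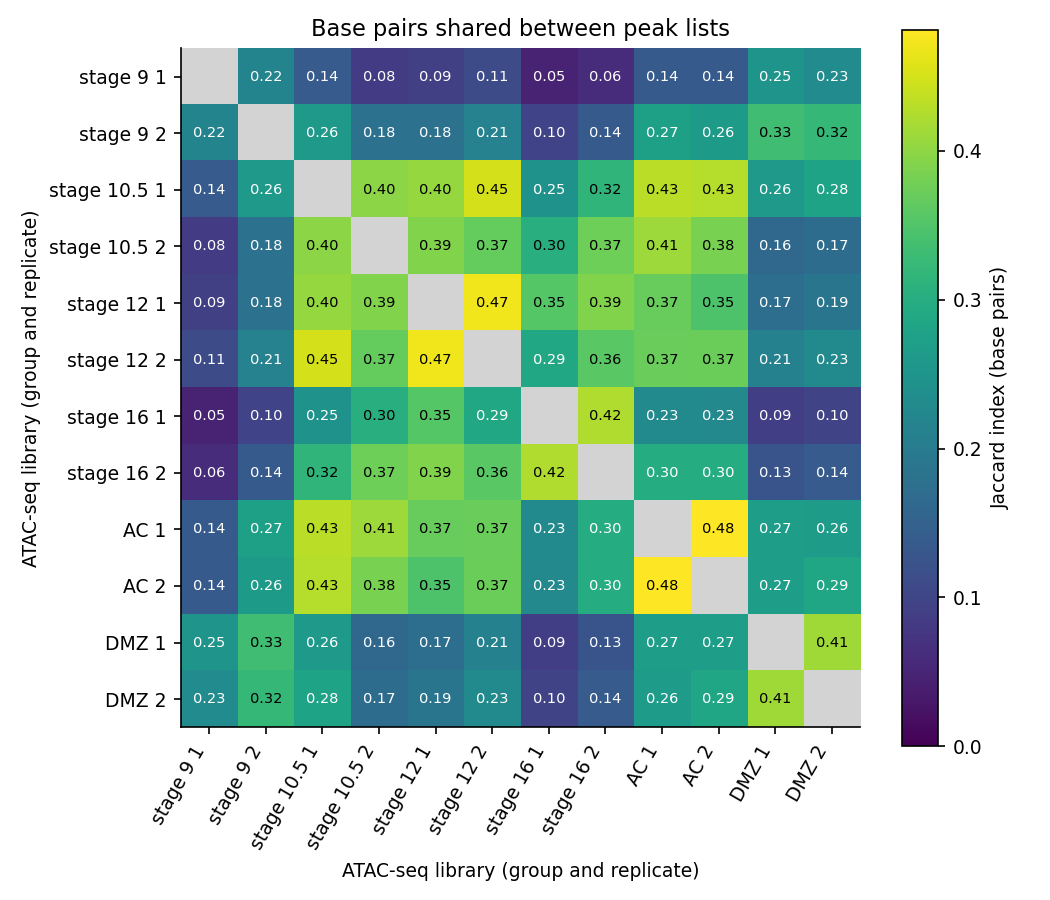
Jaccard index (shared over joint base pairs, colour and printed value) between the peak lists of the 12 ATAC-seq libraries, named by group and replicate. Replicates lie between 0.218 (stage 9) and 0.481 (AC), while pairs from different groups reach 0.451.

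To ask how open regions carry over between stages, overlaps were counted without a test, since depth is unknown and lists differ in length. Of stage 9 regions 93.2% overlapped stage 10.5 regions (71.4 to 86.9% over the 4 pairings of single replicates), while 18.9% of stage 10.5 regions overlapped those of stage 9 (11.6 to 33.9%). Between stages 10.5 and 12 the shares were 70.3% (42.8 to 70.6%) and, in the other direction, 73.3% (51.7 to 75.8%). Of stage 12 regions 88.2% overlapped stage 16 regions (73.5 to 85.7%), and 42.7% of stage 16 regions overlapped those of stage 12 (28.2 to 43.8%). Randomly shifted regions overlapped in 0.375 to 3.06% in these 6 comparisons. A reciprocal overlap of 50% moved the first share most, to 50.2%. Without replicate 1 the share of stage 10.5 regions found at stage 12 was 42.8%. Of stage 9 regions 82.8% were found at all stages. Of stage 16 regions 49.8% (27946) met no region of another stage, but only 26.5% met no single peak of another stage. Stage 16 also had the longest peak lists, and shares of this kind move with the length of a list.

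Between the explants, 34.4% of the 25517 AC regions overlapped DMZ regions (29.2 to 34.2% over single replicates), and 95.4% of the 9586 DMZ regions overlapped AC regions (86.0 to 90.7%). Shifted regions gave 0.649% and 1.78%. This left 16728 AC-only and 440 DMZ-only regions, of which 10913 and 149 met no peak in either library of the other explant. The AC lists are the longer ones; with the 10000 strongest peaks of each library, that is lists of like length, the shares were 65% and 77.8%. Of AC-only regions 66.8% and of DMZ-only regions 65.9% overlapped stage 10.5 whole-embryo regions. With a peak in either stage 10.5 library counted, these shares were 94.0% and 88.2%. With 2 libraries against 2, no permutation test can reach 0.05 here.

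In the single-nucleus file 54.0% of fragments were shorter than 150 bp, 34.2% between 150 and 300 bp and 11.8% longer, with a median of 134 bp. The 1183 barcodes with at least 3000 fragments held 73.9% of all fragments. Nuclei were not assigned to cell types.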

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

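The fit with 3 library sets, the step on nuclei, its simulated references and the tests on fragments per barcode, fragment length and open share were chosen only after the results were seen.

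The gene chrd stood out as a difference between groups: the change with Foxb1 and Eomes together exceeded the sum of the single changes by 4.23 on the log2 scale (SE 0.745), with an adjusted p of 0.00409 over the marker list alone and 0.516 over all genes (edgeR quasi-likelihood, Benjamini-Hochberg). The scaling of the libraries argues little, since RLE factors gave 4.23 and leaving injected genes out of library sizes 4.23. The value rests on few counts in Foxb1 caps (9), and the 8 fits that each left out one library gave 3.54 to 6.001, the highest without Foxb1 2, which leaves a single count in Foxb1. A difference between library sets stays open. The Eomes libraries are all of the third set and those of the other groups in this comparison are of the first and the second, and with the sets as a term the interaction was 3.57 (SE 0.889, adjusted p 0.1003; 5.31e-06 to 0.1003 over 9 alternatives). It kept most of its size but not its side of the threshold, and that fit separates set from factor only through Irx3+Otx2, so the set and an effect of the factors cannot be told apart here. A candidate explanation on the side of the factors, that Foxb1 and Eomes raise chrd more than additively, remains a hypothesis; the caps of Irx3+Otx2 (73.8 and 53.9 CPM) had as much chrd, where the interaction did not pass.

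The single-nucleus fragments, which enter no comparison of groups, held a signal above shuffled barcodes: the first canonical correlation between accessibility on odd-numbered and even-numbered chromosomes was 0.934 over 1147 barcodes with equal numbers of fragments, against at most 0.284 in 100 shuffles, and 3 components lay above the shuffled range. With all fragments it was 0.960. Unequal fragments per barcode are argued against, since 0.934 was obtained at equal numbers. With each barcode's number of fragments and its shares of short and long fragments regressed out 0.922 remained (shuffled at most 0.285). With the share of fragments in widely open bins regressed out as well it was 0.551. Neither decides. Simulated barcodes drew their fragments from the 100 barcodes nearest in a trait, and so also carried whatever varies with it. Those made along fragment length still gave a mean of 0.745 after the first regression (0.856 before it). Those made along the open share gave a mean of 0.839 after the second. Whether the regressions removed the trait cannot be told from this. The signal cannot be told apart from a spread in the fragment length, quality or openness of nuclei. Stricter barcodes (at least 5000 fragments) gave 0.941 and 10 kb bins 0.911. Differences between cell types are a biological explanation that no test here addressed, since no group of nuclei is given.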

How the results depend on the processing

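The fits with library sets as a term, and for nuclei the minimum of 5000 fragments and the 10 kb bins, were chosen only after the results were seen. None of the 43 bulk gene results, the 26 single-cell gene results and the nuclei correlation changed sign under the alternatives run on it. Most of the gene results were picked for passing a threshold in these same data, so few changes of sign were possible. Splits of calls into higher and lower did turn: in Eomes 22 higher and 6 lower became 699 and 734 without a filter and 46 and 50 with only the libraries compared, and in Irx3+Otx2 12 and 6 became 398 and 455 without a filter, 132 and 143 with DESeq2 and 13 and 17 with only the libraries compared. Against Eomes the calls of Foxb1+Eomes, all higher, became 173 and 139 with DESeq2 and 651 and 389 without a filter, and those of Irx3+Otx2 against Irx3, also all higher, 154 and 147, and 570 and 535. The calls of Foxb1+Eomes against WI, all higher, became 104 and 5 with DESeq2 and 239 and 63 without a filter. Those against Foxb1, also all higher, became 74 and 1 with DESeq2 and 168 and 38 without a filter. The order of the shares of stage 12 in 16 and of 16 in 12, 88.2% and 42.7%, turned with the 10000 strongest peaks to 72.2% and 76.1%. That of stage 10.5 in 12 and of 12 in 10.5, 70.3% and 73.3%, turned to 70.7% and 68.6% with the 10000 strongest peaks and to 70.6% and 51.7% without replicate 2. The analyses of open regions near genes and of AC-only and DMZ-only regions in nuclei were not run, since no build joins the files.

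Counts of called genes are the results that moved most. Without a filter on low counts they were 15 for Foxb1, 1433 for Eomes, 302 for Foxb1+Eomes, 62 for Irx3, 1096 for Otx2, 853 for Irx3+Otx2 and 95 for Lhx8 against WI. Without it they were 206 and 1040 for Foxb1+Eomes against Foxb1 and Eomes, 1105 and 415 for Irx3+Otx2 against Irx3 and Otx2, 318 and 162 for the interactions of Foxb1 with Eomes and of Irx3 with Otx2, and 146 for BL against AC. DESeq2 gave 1, 886, 109, 6, 499, 275 and 13 calls against WI in the same order of groups, then 75, 312, 301 and 24 against single factors, 3 and 7 for the interactions, and 118 for BL against AC. Fits with only the libraries compared gave 1 for Foxb1, 96 for Eomes, 14 for Otx2, 30 for Irx3+Otx2, 0 for Lhx8, 0 for Foxb1+Eomes against Eomes and 34 for Irx3+Otx2 against Irx3. The cause of these shifts was not tested. RLE factors, a mean CPM of at least 5 and injected genes left out of library sizes kept every count of bulk calls within 1.5 times the main one, and the split into higher and lower calls moved by under 10 percentage points.

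With 2 library sets as a term there were 51 calls for Eomes, 40 for Irx3+Otx2, 28 for Foxb1+Eomes against Foxb1, 10 for Foxb1+Eomes against Eomes and 20 for Irx3+Otx2 against Irx3. With 3 sets there were 0 for Eomes, 7 for Irx3+Otx2, 22 for Foxb1+Eomes against Foxb1 and 0 for Foxb1+Eomes against Eomes. The 3-set fit has few libraries that separate Eomes from the third set, by its own construction. Foxb1+Eomes against WI stayed at 54 and 57 calls.

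Replicate numbers do not pair the bulk libraries throughout: deviations of same-numbered libraries correlated at −0.244 (WI with Foxb1) to 0.725 (Eomes with Otx2) over 28 pairs of groups (median 0.0476), above 0.1 in 12. Some groups did deviate together, as Foxb1+Eomes with Irx3 (0.492), Foxb1 (0.393) and Lhx8 (0.358), and Irx3 with Lhx8 (0.476). In these groups and in WI replicate 1 is of the first library set and replicate 2 of the second, so the number there stands for the set as well. With the number as a replicate block, there were 1 call for Otx2, 23 for Foxb1+Eomes against Foxb1, 13 for Irx3+Otx2 against Irx3 and 80 for BL against AC, where same-numbered sums correlated at 0.199 across genes. The block moved no other count of calls by over 1.5 times and changed the call of none of the 43 bulk and 26 single-cell gene results. For the peak lists no paired analysis was made. The permutation test pairs replicates within a group, and the shares come from no test.

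For BL against AC the other counts were 38 with limma, 5 without shallow cells and 30 with all cells thinned to one depth. The single-cell region sets passed in 2 of 14 pairs with an estimated correlation, 3 under fry, 13 with 50 genes per set and 4 with 200 genes per set. The marker lists passed in 16 of 35 pairs with an estimated correlation and 17 under fry.

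Among the 43 bulk gene results, 3 library sets as a term took 18 below the threshold, 2 sets took 2, the fits of only the compared libraries took 11 below and 3 above it, RLE factors took 1 below, and DESeq2 and the missing filter each took 4 above it. Among 176 values with one library left out 165 moved by less than the spread between replicates and 11 by more. Among the 26 single-cell gene results limma took 2 below the threshold, a mean CPM of at least 10 took 1 and the missing filter 1; of 103 values with one library left out 9 moved by more than the spread.

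Shares of overlapping regions depend on what counts as overlap and on list length. A reciprocal overlap of 50% gave 50.2% for stage 9 in 10.5 and 10.6% for 10.5 in 9. It gave 54.3% for 10.5 in 12, 60.5% for 12 in 10.5, 75.1% for 12 in 16 and 35.3% for 16 in 12. Between the explants it gave 24.5% for AC in DMZ and 65.2% for DMZ in AC. The 10000 strongest peaks gave 74.05% for stage 9 in 10.5, 46.4% for 10.5 in 9, 72.2% for 12 in 16, 76.1% for 16 in 12, 65% for AC in DMZ and 77.8% for DMZ in AC. Peaks in either replicate gave 85.4% for stage 9 in 10.5, 53.0% for 10.5 in 12, 35.4% for 16 in 12 and 88.9% for DMZ in AC. The fits with one replicate left out ran from 79.2 to 86.9% for stage 9 in 10.5, 42.8 to 70.6% for 10.5 in 12, 51.7 to 75.8% for 12 in 10.5, 81.1 to 83.8% for 12 in 16, 35.2 to 37.7% for 16 in 12, 31.7 to 32.5% for AC in DMZ and 86.1 to 90.7% for DMZ in AC. The permutation p for replicate peak lists was 0.0002 with the strongest peaks, where 4 in place of 8 of the 12 libraries lay nearest to their own replicate, 0.0001 on the share of peaks overlapped and 0.01 on whole embryos alone.

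In simulated data the edgeR test recovered 32.7% of genes changed by 2 on the log2 scale, 73.6% by 3 and 91.7% by 4 for Eomes against WI, and 0%, 4.17% and 32.5% for BL against AC. For BL against AC a count of 0 calls says little about changes of 2 or 3. The simulations held no library sets and changed none of the least expressed genes, so recovery in the data can be lower.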

Other observations

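The tests on the shared Eomes and Otx2 change, on the ectoderm list in Irx3+Otx2 and on depth in the BL cells were chosen only after the results were seen; the one on few cells with most reads was set beforehand.

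Eomes and Otx2 changed much the same genes against WI. Their changes correlated at r = 0.852 across genes, which are not independent replicates. The WI libraries they share argue too little, since simulated unchanged groups against WI gave at most 0.549. The library set is a candidate explanation: both groups lie wholly in the third set, which holds no WI. The only other library of that set, Irx3+Otx2 2, differed from Irx3+Otx2 1 along the shared Eomes and Otx2 change with r = 0.591 across genes, after subtraction of the mean difference between replicates in 4 other groups. In those groups r was −0.151 for Foxb1, −0.126 for Foxb1+Eomes, 0.0085 for Irx3 and 0.312 for Lhx8. The difference between Irx3+Otx2 libraries may have another source as well, since otx2 was at 829 CPM in Irx3+Otx2 1 and 1548 CPM in Irx3+Otx2 2. Against WI, the set and a shared effect of Eomes and Otx2 cannot be told apart, as the groups and the set coincide.

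The ectoderm list was lower in Irx3+Otx2 against WI, and the same set could lie behind it. Irx3+Otx2 1 against WI 1, both of the first set, gave a median of −2.64 with 11 of 11 genes lower, which goes against the third set as the source. This is a single library against a single library and decides little. A trait of WI 1 is argued against as the whole cause, since against WI 2 the medians of Irx3+Otx2 1 and 2 were −2.54 and −3.12, each with 11 of 11 genes lower. A trait of the library Irx3+Otx2 1 stays open. Of the same set, Irx3 1 gave −1.59 against WI 1 and −0.78 against WI 2, and Foxb1+Eomes 1 gave −3.26 and −2.79. Foxb1 1 gave −0.87 and −0.44, and Lhx8 1 gave −0.73 and −0.26. An effect of the factors was not tested apart from such a trait.

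The BL libraries differed from each other in sox2 and sox3. Per summed reads sox3 was 5.45-fold and sox2 11.1-fold higher in BL 1 than in BL 2. Sequencing depth is argued against for sox3: with each cell at 10000 reads, 20 of 22 cells of BL 1 (90.9%, Wilson interval 72.2 to 97.5%) and 6 of 19 of BL 2 (31.6%, 15.4 to 54.0%) had a sox3 read. For sox2 these were 13 of 22 (38.7 to 76.7%) and 3 of 19 cells (5.52 to 37.6%). A few cells with most reads are argued against as the whole cause, as sox3 stayed 4.67-fold and sox2 4.96-fold higher without the 3 cells with the most reads of each gene in BL 1, although these held 73.2% of its sox2 reads. In the other direction, gsc was read in 13 of 22 cells of BL 1 and 18 of 19 of BL 2, and otx2 in 8 of 22 and 17 of 19. The labels give no difference between the explants of BL 1 and BL 2. How each explant was placed or dissected is one open explanation, and no biological one was tested.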
